# A large-scale transgenic RNAi screen identifies transcription factors that modulate myofiber size in *Drosophila*

**DOI:** 10.1371/journal.pgen.1009926

**Published:** 2021-11-15

**Authors:** Flavia A. Graca, Natalie Sheffield, Melissa Puppa, David Finkelstein, Liam C. Hunt, Fabio Demontis

## Abstract

Myofiber atrophy occurs with aging and in many diseases but the underlying mechanisms are incompletely understood. Here, we have used >1,100 muscle-targeted RNAi interventions to comprehensively assess the function of 447 transcription factors in the developmental growth of body wall skeletal muscles in *Drosophila*. This screen identifies new regulators of myofiber atrophy and hypertrophy, including the transcription factor Deaf1. Deaf1 RNAi increases myofiber size whereas Deaf1 overexpression induces atrophy. Consistent with its annotation as a Gsk3 phosphorylation substrate, Deaf1 and Gsk3 induce largely overlapping transcriptional changes that are opposed by Deaf1 RNAi. The top category of Deaf1-regulated genes consists of glycolytic enzymes, which are suppressed by Deaf1 and Gsk3 but are upregulated by Deaf1 RNAi. Similar to Deaf1 and Gsk3 overexpression, RNAi for glycolytic enzymes reduces myofiber growth. Altogether, this study defines the repertoire of transcription factors that regulate developmental myofiber growth and the role of Gsk3/Deaf1/glycolysis in this process.

## Author summary

Several diseases in humans reduce skeletal muscle mass and such wasting contributes to poor prognosis. Muscle mass is modulated in adulthood primarily by changes in the size of composing muscle cells (myofibers). Many of the signaling pathways that modulate myofiber size impinge on transcription factors. However, only few of the ~1,400 human transcription factors have been studied for their capacity to modulate skeletal muscle mass. To start to fill this gap in knowledge, we have used *Drosophila melanogaster* for testing the function of evolutionary conserved transcription factors. Because of the reduced genetic redundancy and the 40-fold increase in muscle mass that occurs in development, larval body wall skeletal muscles provide an ideal setting for identifying interventions that induce myofiber atrophy and hypertrophy. Here, we report the phenotype of >1,100 muscle-targeted RNAi interventions in myofiber size regulation. These include the transcription factor Deaf1, which induces hypertrophy upon RNAi and atrophy upon overexpression. These effects stem from modulation of glycolysis by Deaf1. Moreover, glycolysis is also modulated by the kinase Gsk3, which induces myofiber atrophy and muscle transcriptional changes similar to Deaf1. Altogether, our study provides a resource for understanding the function of 447 transcription factors in myofiber size regulation.

## Introduction

Skeletal muscle is a key tissue of the human body accounting for approximately 40–50% of the total body mass. A balance between muscle protein synthesis and breakdown is essential for maintaining the functionality and size of skeletal muscles [1]. When muscle protein synthesis exceeds protein degradation, this leads to skeletal muscle hypertrophy, which typically results from an increase in myofiber size. Conversely, myofiber atrophy occurs when protein breakdown is excessive or protein synthesis is insufficient [1,2]. This occurs following inactivity, fasting, as a side effect of many pharmacological treatments, and in the course of many degenerative diseases such as cancer cachexia, chronic heart disease, diabetes, sepsis, infections, chronic obstructive pulmonary disease, and renal failure [3]. Importantly, the loss of muscle mass is not just a side-effect of these conditions but a rather important contributor to morbidity and mortality. Strikingly, prevention of skeletal muscle mass loss in tumor-bearing mice results in increased survival even if cancer progression is not halted [4–6]. Despite great strides towards understanding the mechanisms responsible for muscle wasting, incomplete knowledge in this area has hampered the development of suitable therapies.

Gene expression changes are fundamental drivers of myofiber atrophy [7]. Many signaling pathways that induce atrophy impinge on key transcription factors to promote muscle protein degradation [1,8–10]. For example, forkhead box O (FoxO) transcription factors are activated in response to decreased insulin/IGF signaling and induce the expression of components of the autophagy-lysosome and ubiquitin-proteasome systems which in turn mediate protein degradation [11–17]. However, apart from a few transcription factors that have been extensively studied [1,8], much remains to be learnt on the role that the ~1,400 transcription factors encoded by the human genome [18] play in skeletal muscle mass homeostasis.

*Drosophila* body wall skeletal muscles have emerged as an important model system to determine the mechanisms of muscle growth and differentiation [19–34]. Previously, we have found that FoxO overexpression in larval body wall skeletal muscles leads to myofiber atrophy and reduces developmental muscle growth [35], suggesting that the fruit fly *Drosophila melanogaster* can be used to identify evolutionary-conserved regulators of myofiber size [10,36,37]. Here, by examining the impact of transgenic RNAi on developmental muscle growth, we have tested 1,114 RNAi lines targeting 447 of the 708 transcription factors encoded by the *Drosophila* genome [38]. Our study provides information on many novel transcription factors necessary for myofiber size determination. These include the transcription factor Deaf1 that is annotated as a phosphorylation target of the kinase GSK3-b [39], which is a known inducer of atrophy [40,41]. Similar to Gsk3, Deaf1 overexpression induces myofiber atrophy, whereas Deaf1 RNAi induces myofiber hypertrophy. Gene expression profiling further indicates that Gsk3/Deaf1-induced changes in myofiber size are associated with corresponding changes in the expression of glycolytic enzymes. Altogether, this study expands the repertoire of transcription factors that are implicated in myofiber size determination and indicates a possible role of Deaf1 in this process.

## Results

### A RNAi screen targeting transcription factors in *Drosophila* body wall skeletal muscles identifies regulators of muscle atrophy and hypertrophy

Previously, it was found that novel regulators of myofiber size can be uncovered by testing their function in *Drosophila* body wall larval skeletal muscles. For example, the vast increase in muscle size (~40-fold) that occurs over ~5 days of *Drosophila* larval development is modulated by the insulin/Akt/TOR signaling pathway [35], which is a well-known modulator of atrophy and hypertrophy in mammals [1]. Moreover, loss of UBR4, a ubiquitin ligase implicated in atrophy-associated muscle proteolysis [42,43], induces hypertrophy in *Drosophila* and in mammals [37]. Altogether, these studies indicate that homologous signaling pathways modulate myofiber size in mammals and in the developing *Drosophila* larvae. Moreover, *Drosophila* body wall muscles constitute an excellent setup for the identification of transcription factors that regulate myofiber size, as found for FoxO and Mnt [35].

On this basis, we took advantage of the simplicity of this system and the availability of transgenic RNAi resources for tissue-specific modulation of gene function to interrogate the role of evolutionary-conserved transcription factors in myofiber size regulation. For these studies with UAS/Gal4, the skeletal muscle-specific *Mef2-Gal4* [44] was crossed with 1,114 transgenic RNAi lines (from the VDRC and Bloomington stock centers) to target 447 of the 708 transcription factors encoded by the *Drosophila* genome [38]. *Mef2-Gal4* drives transgene expression in the body wall musculature located beneath the epidermis, and composed of muscles with stereotypical sizes, each consisting of a single myofiber. Because skeletal muscle-specific interventions that regulate the size of body wall muscles correspondingly change the size of the larva [35,37], we have scored the size of larvae as a convenient readout to assess the outcome of muscle-specific RNAi interventions (Fig 1A).

**Fig 1:**
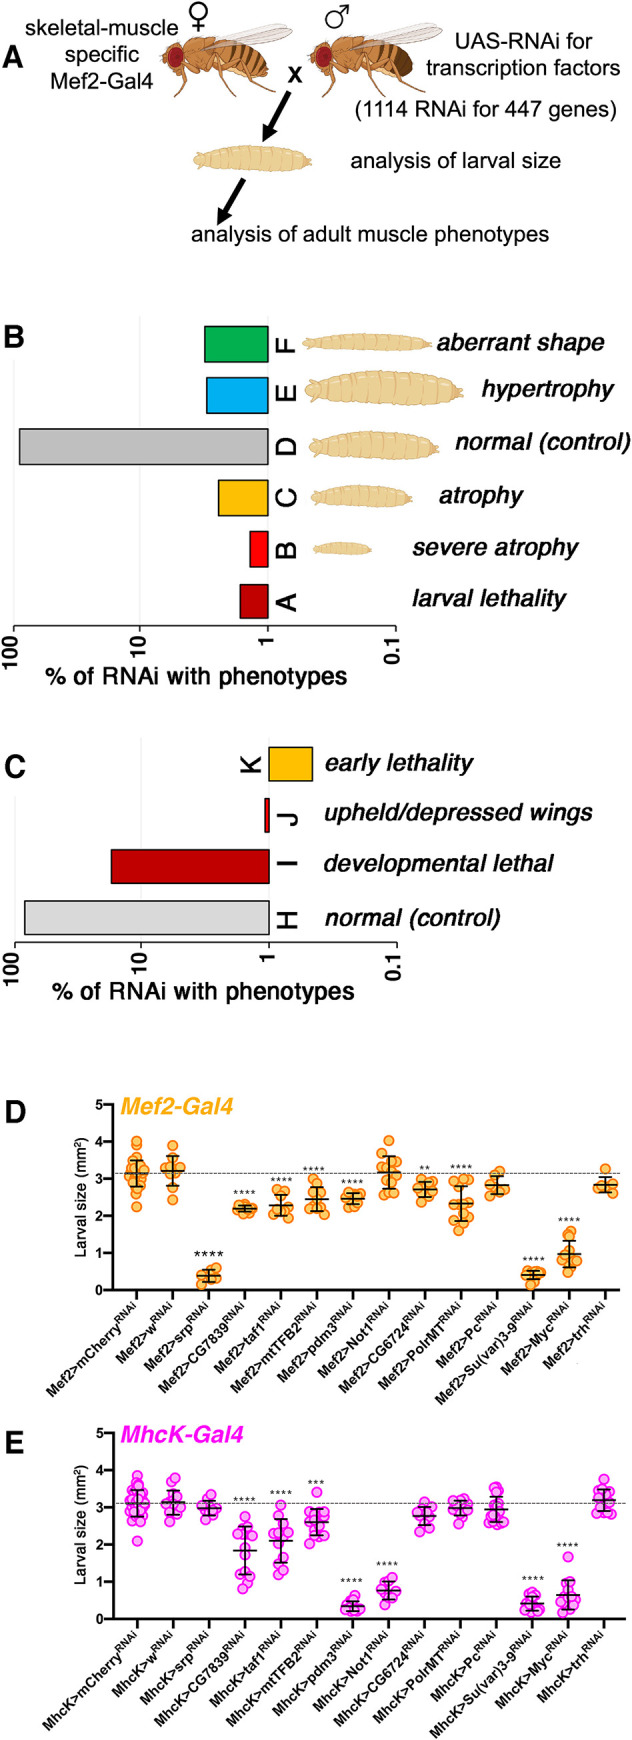
Muscle-specific RNAi screening identifies transcription factors that modulate developmental growth of *Drosophila* body wall skeletal muscles. (A) Scheme for the identification of transcription factors that modulate developmental skeletal muscle growth in *Drosophila*. The skeletal muscle-specific *Mef2-Gal4* was crossed with a collection of 1114 transgenic RNAi lines that target 447 transcription factors and transcriptional regulators to test their function in developmental muscle growth. *Mef2-Gal4* drives transgene expression in the body wall musculature located beneath the epidermis, and composed of muscles with stereotypical sizes, each consisting of a single myofiber. Because skeletal muscle-specific interventions that regulate the size of body wall muscles correspondingly change the size of the larva [35,37], we have scored the size of larvae as convenient readout to assess the outcome of muscle-specific RNAi interventions. Moreover, in cases where adult flies eclosed, also wing positioning was scored as upheld or depressed wings can indicate muscle developmental defects and degeneration. (B) Compared to control RNAi, most RNAi interventions lead to 3^rd^ instar larvae of normal size, indicating that these RNAi interventions do not impact developmental muscle growth. There were RNAi interventions that lead to larval lethality and various degrees of atrophy, indicating that transcription factors targeted by these RNAi are necessary for optimal skeletal muscle growth. Conversely, RNAi for another subset of transcriptional regulators lead to hypertrophy, indicating that the transcription factors targeted by these RNAi interventions normally limit muscle growth. Additionally, there were certain RNAi intervention that rather than affecting size primarily affected the shape of the larva, leading to thin or sickle-shaped larvae. (C) Although RNAi interventions that induce atrophy at the larval stage do not develop into adult flies, we have examined the adults that eclosed from all other RNAi interventions. The wings are kept at stereotypical positions in adult flies but developmental defects leading to muscle degeneration are known to lead to upheld and/or depressed wings, as found here for RNAi of several transcription factors. A full report of screen results is shown in S1 Table. (D-E) The area of larvae with muscle-specific expression of transgenic RNAi driven by *Mef2-Gal4* (D) and by *MhcK-Gal4* (E). Similar results are obtained with RNAi driven by both drivers, although some differences are found in the phenotypes induced by *Mef2-Gal4* versus *MhcK-Gal4*, presumably because of differences in the potency and tissue-specificity of these Gal4 lines. Mean±SD and N = 6–31 (D) and N = 9–32 (E) are shown; **P<0.01, ***P<0.001, ****P<0.0001. The scheme in Fig 1 was drawn with BioRender.

Compared to control RNAi, ~88% RNAi interventions lead to 3^rd^ instar larvae of normal size, indicating that these RNAi do not impact developmental muscle growth. However, there were RNAi interventions that lead to larval lethality (~1.6%) and various degrees of atrophy (~3.7%), indicating that transcription factors targeted by these RNAi are necessary for optimal skeletal muscle growth. Conversely, ~3% of RNAi lead to hypertrophy, indicating that the transcription factors targeted by these RNAi normally limit muscle growth. Additionally, there were ~3% of RNAi interventions that rather than affecting size primarily affected larval shape, leading to thin or sickle-shaped larvae (Fig 1B and S1 Table).

RNAi interventions that induce atrophy at the larval stage typically do not develop into adult flies [35]. Therefore, it is not surprising to find that ~16% of *Mef2-Gal4*-driven RNAi interventions did not yield any adults, as these include RNAi interventions that impact larval stages of muscle growth as well as pupal stages of muscle remodeling. However, there were some muscle-related phenotypes that were manifested in adult flies obtained from other RNAi crosses. These included early lethality of adult flies soon after eclosion, as well as defects in wing position. Normally, the wings are kept at stereotypical positions in adult flies but developmental defects that cause muscle degeneration lead to upheld and/or depressed wings, as found before for pink1/parkin loss [45] and here for ~1% of RNAi interventions that target transcription factors (Fig 1C and S1 Table). Altogether, by using muscle-restricted RNAi screening, we have here identified novel transcription factors that impact developmental skeletal muscle growth.

Among the many screen hits identified for their capacity to regulate myofiber size, there were 17 genes that scored consistently with 2 or more RNAi lines and that therefore are more likely to be robust regulators of muscle growth (S1 Table). To further test these genes, we re-screened them with *Mef2-Gal4* and also with an additional muscle-specific driver, *MhcK-Gal4*, which drives strong transgene expression from the embryonic stage of muscle development [46]. However, different from *Mef2-Gal4*, *InR* overexpression with *MhcK-Gal4* only marginally increased larval size (S1 Fig), suggesting that *MhcK-Gal4* might not be suitable to uncover muscle hypertrophy phenotypes compared to *Mef2-Gal4*. On this basis, we have re-screened with *MhcK-Gal4* only RNAi lines (from the Bloomington collection) with which we previously obtained a reduction in body size upon muscle-specific expression.

This follow-up analysis revealed that larval size is overall similarly affected by RNAi driven by *Mef2-Gal4* (Fig 1D) and by *MhcK-Gal4* (Fig 1E). However, some discrepancies in the phenotypes induced by *Mef2-Gal4* versus *MhcK-Gal4* were also observed, presumably because of differences in the potency and tissue-specificity of these Gal4 lines (Figs 1D–1E and S2). Specifically, RNAi for CG7839, taf1, mtTFB2, pdm3, Su(var)3-9, and myc (dm) consistently reduced larval body area with both *Mef2-Gal4* and *MhcK-Gal4*, although pdm3 RNAi yielded stronger effects with *MhcK-Gal4* versus *Mef2-Gal4*. However, RNAi for srp and PolrMT significantly reduced larval size with *Mef2-Gal4* but not with *MhcK-Gal4*. Moreover, RNAi for CG6724 marginally reduced larval size with both *Mef2-Gal4* and *MhcK-Gal4*, although this was statistically significant only with *Mef2-Gal4*. Conversely, RNAi for Not1 reduced larval size only when driven by *MhcK-Gal4*. Lastly, RNAi for Pc and trachealess (trh), which were previously classified as screen hits, did not significantly impact larval size when rescreened with *Mef2-Gal4* (Fig 1D), suggesting that they are false positives. Altogether, despite some differences, RNAi driven by *Mef2-Gal4* and *MhcK-Gal4* similarly impacts myofiber size (Fig 1D and 1E), indicating that our screen strategy is appropriate for finding candidate regulators of muscle growth.

The small set of high-confidence regulators of muscle growth includes genes with functional homologs in humans, i.e. CG7839/CEBPZ, taf1/TAF1, the mitochondrial transcription factor mtTFB2/TFB2M, pdm3/POU6F2, Su(var)3-9/SUV39H, and dm/MYC (Fig 1D and 1E and S1 Table). Although these transcription factors have not been previously implicated in muscle growth or wasting, apart dm/MYC [35], some were found to modulate muscle differentiation in mice. Specifically, TAF1 has been previously implicated in myogenesis via its capacity to bind Pax3 and modulate its ubiquitination and proteasomal degradation [47] whereas the histone methyltransferase SUV39H1 was found to repress MyoD-stimulated myogenic differentiation [48].

Altogether, these findings indicate that RNAi screening in *Drosophila* is a useful approach to identify novel candidate regulators of myofiber size determination.

### Muscle-specific RNAi for screen hits identifies transcription factors that modulate developmental myofiber growth in *Drosophila*

We have conducted a large-scale RNAi screen for transcription factors that regulate developmental skeletal muscle growth in *Drosophila*. Because body wall skeletal muscles are located beneath the epidermis, genetic interventions that regulate muscle size correspondingly change the size of the larva [35,37]. Assessing larval size is an easily-scorable screen readout that has led to the identification of many regulators of developmental muscle growth (Fig 1).

To better test the impact of screen hits, we have determined their impact on myofiber size via larval dissections and analysis of body wall skeletal muscles. Specifically, the outcome of some muscle-specific interventions that affected larval size was validated via the analysis of a set of representative muscles, ventral longitudinal VL3 and VL4 muscles, which are each composed by a single myofiber with a stereotypical size [35,37].

For these studies, we selected a set of genes based on their extremely high evolutionary conservation (i.e., typically, a DIOPT score >7), consistent scoring with multiple RNAI lines, and/or novelty (Fig 2 and S1 Table). Compared to controls (white^RNAi^ and mcherry^RNAi^), RNAi for screen hits driven in skeletal muscle by *Mef2-Gal4* led to decreased (atrophy) and increased (hypertrophy) size of VL3 and VL4 skeletal muscles. Quantification of the cumulative area of VL3 and VL4 muscles from multiple larvae indicates that RNAi for Nurf-38, e(y)1, alien, CG7839, Taf1, MBD-R2, mtTFB2, pdm3, and dati reduces VL3+VL4 muscle area (atrophy). This indicates that these transcription factors are necessary for optimal myofiber growth during larval development. Conversely, muscle-specific RNAi for FoxO, Cnc, and Deaf1 increases the area of VL3+VL4 muscles (hypertrophy), indicating that these transcription factors normally limit developmental myofiber growth. Altogether, these histological analyses confirm that this muscle-targeted RNAi screen has identified novel transcription factors that regulate myofiber developmental growth.

**Fig 2:**
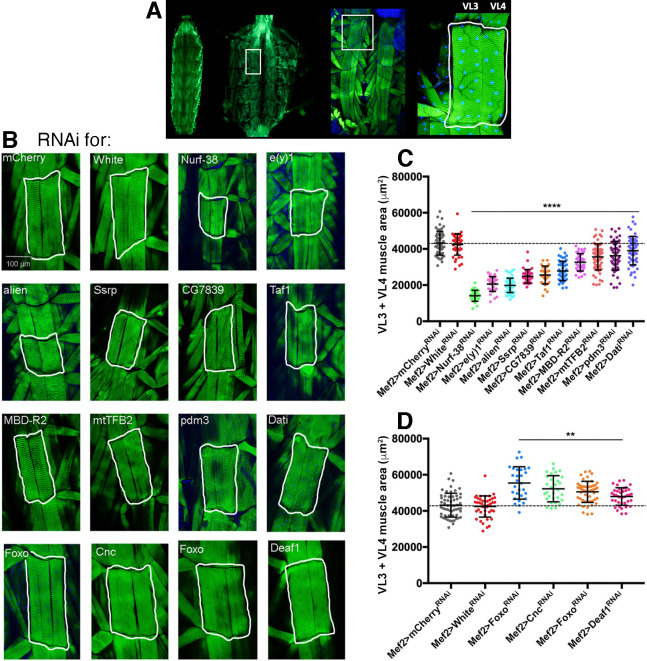
Muscle-specific RNAi for screen hits identifies transcription factors that modulate developmental myofiber growth in *Drosophila*. (A) Validation of RNAi screen hits via dissection of 3^rd^ instar larvae and confocal imaging of ventral longitudinal VL3 and VL4 body wall skeletal muscles, which have stereotypical sizes. (B) Compared to controls (white^RNAi^ and mcherry^RNAi^), RNAi for screen hits driven in skeletal muscle by *Mef2-Gal4* leads to a decrease (atrophy) and an increase (hypertrophy) in the size of VL3 and VL4 skeletal muscles, each consisting of a single myofiber. (C) Quantitation of the cumulative area of VL3 and VL4 muscles from multiple larvae indicates that RNAi for Nurf-38, e(y)1, alien, CG7839, Taf1, MBD-R2, mtTFB2, pdm3, and Dati reduces VL3+VL4 muscle area (atrophy). This indicates that these transcription factors are necessary for optimal myofiber growth during larval development. (D) Conversely, muscle-specific RNAi for Foxo, Cnc, and Deaf1 increases the area of VL3+VL4 muscles (hypertrophy), indicating that these transcription factors limit developmental myofiber growth. N = 12–70 and mean±SD is shown; **P<0.01, ***P<0.001.

### Deaf1 RNAi induces myofiber hypertrophy whereas Deaf1 overexpression causes myofiber atrophy

Among the many regulators of skeletal muscle homeostasis identified in this screen, RNAi interventions that induce myofiber hypertrophy are the most interesting as they highlight transcription factors that normally impede growth and that could be inhibited to contrast wasting. Among them, the transcription factor Deaf1 (deformed epidermal autoregulatory factor 1) has been previously implicated in early development and innate immunity in *Drosophila* [49–52] and in human neurodevelopmental disorders [53–55] but not in muscle growth. On the basis of this possible novel function of Deaf1 in muscle, we further examined its impact on myofiber size determination. Whereas Deaf1 RNAi induces hypertrophy compared to control RNAi (Fig 2D), muscle-restricted Deaf1 overexpression led to myofiber atrophy (Fig 3A). Specifically, the area of ventral longitudinal VL3 and VL4 muscles is lower upon *Deaf1* overexpression (Fig 3B), whereas it increases upon *insulin receptor* (*InR*) overexpression, as expected [35].

**Fig 3:**
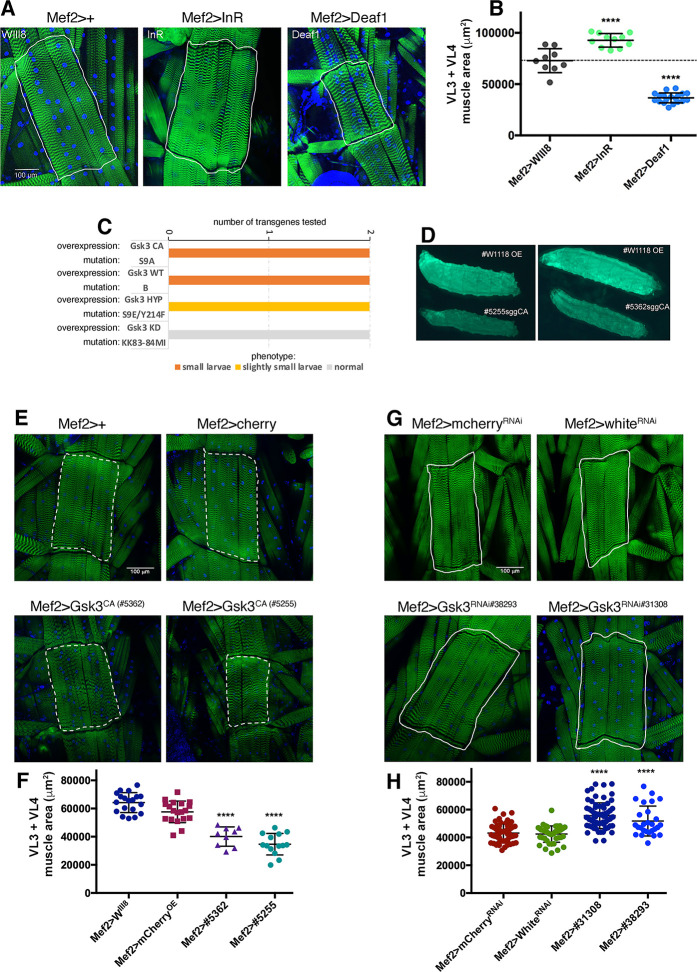
Muscle-restricted activity of Deaf1 and Gsk3 impedes developmental muscle growth. (A) Transgenic overexpression of the transcription factor *Deaf1*, driven specifically in skeletal muscle with *Mef2-Gal4*, leads to a reduction in the area of larval muscles, each consisting of a single myofiber, compared to controls with no transgene expression (*Mef2>+*). (B) The area of ventral longitudinal VL3 and VL4 muscles is lower upon *Deaf1* overexpression, whereas it increases upon *insulin receptor* (*InR*) overexpression. N = 9–19 and mean±SD is shown; ****P<0.001. (C) Gsk3 transgenic overexpression driven in skeletal muscle with Mef2-Gal4 leads to small size of 3rd instar larvae in a manner proportional to Gsk3 kinase activity: Gsk3 CA (constitutive active) and WT (wild-type) induce atrophy, hypomorphic (HYP) mutants with only limited kinase activity have little impact, whereas KD (kinase-dead) Gsk3 mutants do not affect developmental muscle growth. (D) Gsk3 activity in muscle reduces body size, as indicated by larvae where body wall skeletal muscle are shown by expression of Mhc-GFP. (E) Compared to controls (no transgene and *mcherry* overexpression), overexpression of 2 different *Gsk3*^*CA*^ transgenes with *Mef2-Gal4* leads to a decrease (atrophy) in the size of myofibers, as indicated by the quantitation of the cumulative area of VL3 and VL4 muscles from multiple larvae (F); N = 9–19 and mean±SD is shown; ****P<0.0001. (G) Conversely, Gsk3 RNAi in skeletal muscle induces myofiber hypertrophy, as indicated by the the cumulative area of VL3 and VL4 muscles (H); N = 27–71 and mean±SD is shown; ****P<0.0001.

### Gsk3 regulates myofiber size similar to Deaf1

Although Deaf1 has not been implicated in myofiber size determination, it was previously identified as a phosphorylation target of the glycogen synthase kinase GSK3 [39], which induces myofiber atrophy and muscle wasting in response to many catabolic stimuli via the phosphorylation of target proteins in mice [14,41,56]. Specifically, it was found that DEAF1 interacts with and is phosphorylated by GSK3A and GSK3B [39]. To determine whether shaggy (the Drosophila homolog of GSK3 and GSK3B) regulates myofiber size in Drosophila as found in mammals, we modulated its activity via overexpression of constitutive active versions. Specifically, we employed *Mef2-Gal4* to drive expression of transgenes encoding for constitutive-active, wild-type, and kinase-dead Gsk3. As expected based on its function in higher organisms, we found that muscle-specific overexpression of constitutive active (CA) and wild-type (WT) *Gsk3* led to reduced body size, which is indicative of muscle atrophy (Fig 3C and 3D). On the other hand, Gsk3 variants with reduced kinase activity minimally impacted larval size, and kinase-dead Gsk3 mutants had no effect (Fig 3C and S3 Table).

To corroborate these findings, larvae with skeletal muscle-specific *Gsk3*^*CA*^ overexpression were dissected and the area of ventral longitudinal VL3 and VL4 muscles analyzed. As expected based on the function of Gsk3 in mammalian systems [14,41,56] and our preliminary analyses (Fig 3C and 3D), Gsk3^CA^ lead to significant decline in myofiber size (Fig 3E and 3F). To further assess the role that Gsk3 plays in *Drosophila* body wall muscle growth, we reduced its levels in skeletal muscle via RNAi. Conversely to Gsk3 activation (Fig 3C–3F), Gsk3 RNAi induced myofiber hypertrophy, compared to control RNAi lines against *white* and *mcherry* (Fig 3G and 3H).

Altogether, these findings indicate that Gsk3, similar to Deaf1, regulates muscle mass in *Drosophila* (Fig 3), as observed in mammals [14,41,56]. Because Deaf1 was found to be a phosphorylation target of Gsk3 [39], these findings suggest that Deaf1 may negatively regulate myofiber size in *Drosophila* skeletal muscle by acting downstream of Gsk3 signaling.

### Gsk3 and Deaf1 induce similar gene expression changes in *Drosophila* body wall skeletal muscles

Because the transcription factor DEAF1 has been previously reported to interact with and to be phosphorylated by GSK3A/B [39], and it similarly regulates myofiber size (Fig 3), we next examined whether Gsk3 and Deaf1 induce similar gene expression changes in *Drosophila* body wall skeletal muscle. For these studies, we used *Mef2-Gal4* to modulate the levels of Deaf1 and Gsk3 in muscle. 

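RNA from filleted larvae of 5 genotypes was sequenced, with 3 biological replicates each and 15 libraries in all. Mef2>Deaf1RNAi was compared with Mef2>whiteRNAi, whose hairpin targets the eye-pigment gene w. Mef2>Deaf1 and Mef2>Gsk3CA were each compared with Mef2>+, which carries no second transgene, so both comparisons use the same 3 control libraries. The Mef2>Gsk3CA libraries are called the libraries labelled Gsk3CA throughout, because the Gsk3 gene (sgg) is not raised in them. The authors deposited unnormalized counts of reads per gene symbol. The counts on genes ran from 16186361 to 32756446 per library, with medians of 18937047 in Mef2>+, 21876835 in Mef2>Deaf1, 26258633 in the libraries labelled Gsk3CA, 23167179 in Mef2>whiteRNAi and 20680407 in Mef2>Deaf1RNAi. All entries of a file, including those on no gene, had a median of 24.3 M, and the paper states approximately 100 M reads per sample. The reads were paired-end, and whether an entry stands for a read or a pair is not stated. Every value given here uses the deposited counts. The share of entries on no feature was 3.36 to 3.87% in the 3 Mef2>+ libraries and 5.30 to 6.75% in the other 12. Which libraries shared a sequencing lane is not stated in the paper.

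Gene differences were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on 10930 genes that passed the expression filter, in a single model of all 15 libraries. Adjusted p under 0.05 counted as a changed gene. Between replicates of a genotype the Pearson correlation of log2 CPM across genes ran from 0.916 (libraries labelled Gsk3CA, replicates 2 and 3) to 0.992 (Mef2>+, replicates 1 and 2). Genes are not independent replicates, so these correlations describe similarity only.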

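In the RNA-seq libraries Deaf1 (FBgn0013799) stood at 22.9 ± 1.23 CPM in Mef2>Deaf1RNAi and 41.8 ± 2.69 CPM in Mef2>whiteRNAi (mean ± SD, n = 3 libraries each). The log2 fold change was −0.87 (standard error 0.10, adjusted p = 9.0e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Mef2>Deaf1 it stood at 43.2 ± 3.92 CPM against 34.8 ± 2.73 CPM in Mef2>+, a log2 fold change of 0.31 (standard error 0.10, adjusted p = 0.058, unadjusted p of 0.0079). In both comparisons every library of 1 genotype lay beyond every library of the other, and the two-sided exact permutation test gave p = 0.1, the smallest value that 3 against 3 libraries allow. With the replicate number as a block the adjusted p was 0.0035 for Deaf1 RNAi and 0.109 for Deaf1 overexpression. Same-numbered libraries deviated from their genotype means with a mean correlation of −0.10 in the first comparison and 0.34 in the second. Over the other alternative settings the adjusted p for Deaf1 overexpression was lowest with DESeq2 (0.012), and leaving out 1 library at a time gave 0.088 to 0.226. With the controls exchanged, an alternative chosen after seeing the data, Deaf1 overexpression gave a log2 fold change of 0.049 (adjusted p = 0.815) and Deaf1 RNAi −0.61 (adjusted p = 0.0045). Between the controls themselves Deaf1 differed by 0.26 (Mef2>whiteRNAi against Mef2>+, adjusted p = 0.088).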

As expected, Deaf1 mRNA levels were significantly lower upon Deaf1 RNAi and higher upon Deaf1 overexpression, respectively. Similarly, higher Gsk3 levels were found upon its overexpression (Fig 4A).

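The Gsk3 gene sgg (FBgn0003371) stood at 400.3 ± 109 CPM in the libraries labelled Gsk3CA and 369 ± 99.3 CPM in Mef2>+ (mean ± SD, n = 3 libraries each). The log2 fold change was 0.12 (standard error 0.24, adjusted p = 0.779 from edgeR's quasi-likelihood test), the libraries of the 2 genotypes overlapped, and the two-sided exact permutation test gave p = 0.8. The replicate block gave 0.10 (adjusted p = 0.843), where same-numbered libraries had a mean correlation of −0.66 between their deviations. The 11 alternative settings other than leaving out a library gave log2 fold changes from 0.10 to 0.61, the highest with a testis score as covariate, an alternative chosen after seeing the data. In the BDGP6 annotation sgg shares exon sequence on the same strand with the non-coding gene lncRNA:CR45197, so some of its reads may have been left out of the counts.

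**Figure D1:**
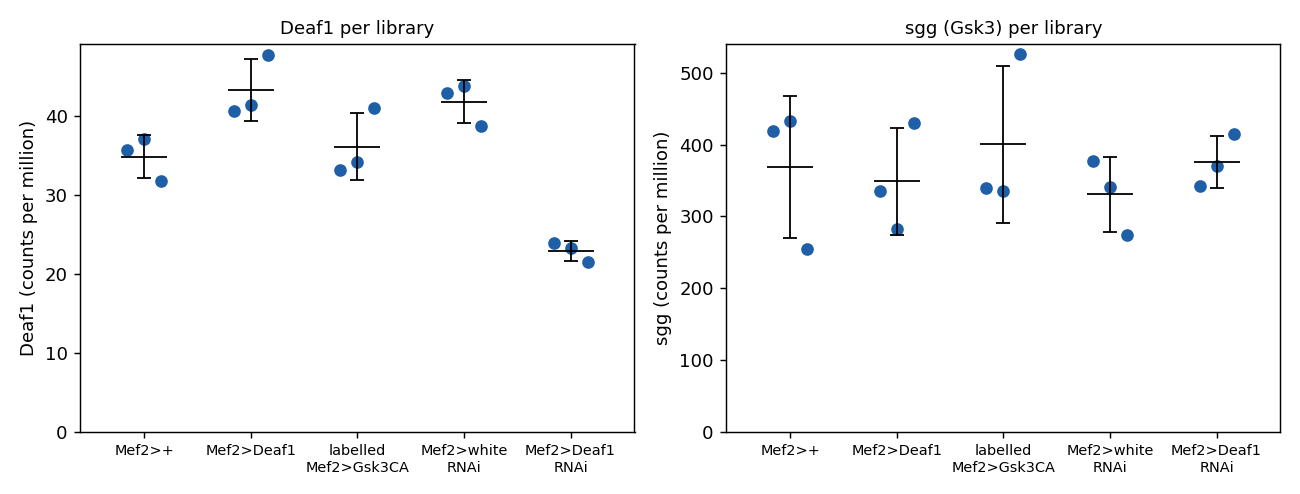
Deaf1 and sgg in each of the 15 libraries, in CPM. Points are libraries, lines are the mean of 3 libraries and bars the SD.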

**Fig 4:**
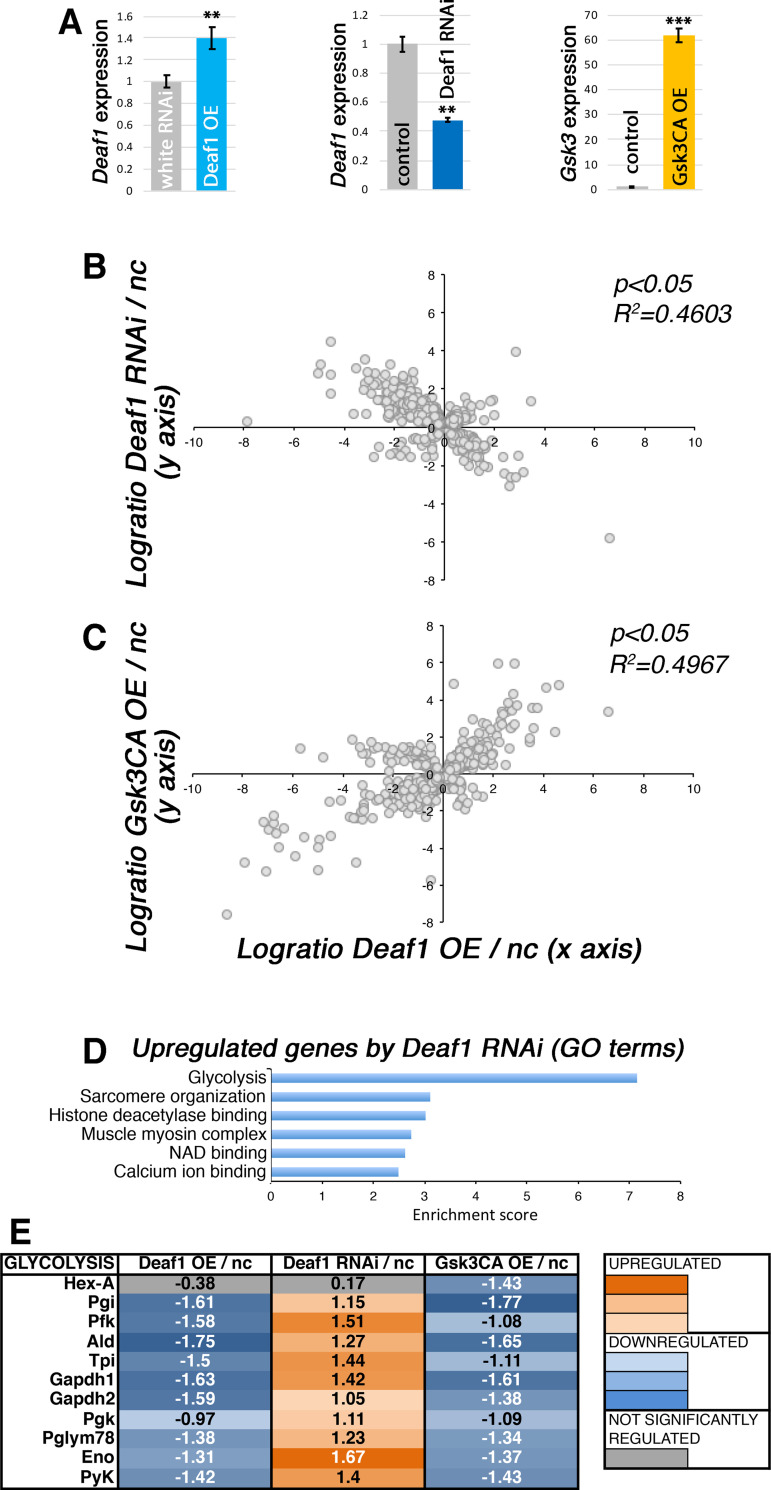
GSK3 and Deaf1 induce similar gene expression changes in larval skeletal muscles. (A) Validation of genetic interventions. Muscle-restricted *Deaf1* overexpression leads to an increase in Deaf1 mRNA levels, opposite to Deaf1 RNAi. As expected, GSK3 overexpression also increases Gsk3 mRNA levels. (B) Coincident with their opposite roles in regulating myofiber size, converse gene expression changes (R^2^ = 0.46; genes regulated with p<0.05) are induced in larval body wall muscles by Deaf1 overexpression (OE) and Deaf RNAi, each normalized to their respective controls, i.e. no transgene overexpression and control white RNAi. (C) Largely similar gene expression changes are induced by overexpression of Deaf1 and of constitutive active (CA) Gsk3 (R^2^ = 0.49; p<0.05). (D) DAVID GO term analysis reveals gene categories that are enriched among Deaf1-regulated genes, which include glycolysis. (E) Analysis of glycolytic genes reveals that most of them are significantly (p<0.05) and concordantly regulated by Deaf1 and Gsk3. Specifically, glycolytic enzymes are upregulated by Deaf1 RNAi compared to control whereas their expression is suppressed by Deaf1 OE and Gsk3CA OE. S2 Table reports the results of RNA sequencing.

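The log2 fold changes computed from the deposited counts were set beside the columns of S2 Table for 1988 genes. These are the tested genes in the part of S2 Table that was available as text, not all its genes. The sign was the same for 100% of them in Deaf1 overexpression, 95.9% in Deaf1 RNAi and 65.0% in the libraries labelled Gsk3CA. Whether these genes stand for the whole of S2 Table was not tested. Across genes the Pearson correlation was 0.996 for Deaf1 overexpression, 0.986 for Deaf1 RNAi and 0.412 for the libraries labelled Gsk3CA. Genes are correlated with one another, so no p-value is attached to these coefficients.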

RNA sequencing from filleted larvae (which consist primarily of body wall skeletal muscles and the associated epidermis) identified many transcriptional changes that occur upon Deaf1 RNAi in comparison to control white RNAi. 

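Between Mef2>Deaf1RNAi and Mef2>whiteRNAi (3 libraries each), 963 of 10930 genes passed an adjusted p of 0.05, 599 higher and 364 lower in Deaf1 RNAi. At an unadjusted p under 0.05 there were 2700 genes, where 546 would pass by chance. A log2 fold change of at least 1 in either direction was met by 319 of the 963 genes, 147 higher and 172 lower. With only the libraries compared 318 genes were higher and 326 lower. Limma voom (590 and 296) and DESeq2 (954 and 704) kept the excess of higher genes, so it depends on the setting. Of the alternatives, DESeq2 raised the count most, to 1658 genes, and leaving out Mef2>Deaf1RNAi replicate 2 lowered it most, to 294. With the replicate number as a block 599 genes passed, where the mean correlation of same-numbered libraries was −0.10.

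Among well-expressed genes whose libraries did not overlap, the largest rises were in Tsp42En (FBgn0033135; 11.0 ± 5.68 against 0.904 ± 0.43 CPM, log2 fold change 3.60, standard error 0.45, adjusted p = 0.0012), CG31910 (3.06, standard error 0.61, adjusted p = 0.011) and CG4329 (2.95, standard error 0.57, adjusted p = 0.0094; its exons overlap Vps20 on the opposite strand). The largest falls were in CG33333 (−8.30, standard error 2.30, adjusted p = 0.044; overlapped by asRNA:CR46034), spok (at least 133-fold lower, because the Deaf1 RNAi libraries hold 3 counts or fewer, adjusted p = 0.029) and LysB (−6.95, standard error 1.41, adjusted p = 0.012). On leaving out 1 library at a time, CG33333, spok and LysB missed an adjusted p of 0.05 in 5, 4 and 3 of 6 fits. CG33333 and spok were also at no more than 0.166 and 0.067 CPM in Mef2>+, so their falls start from a high level in Mef2>whiteRNAi. Among 3 against 3 libraries 10% of genes have no overlap by chance. The gene w, which the control hairpin targets, stood at 30.2 ± 2.35 CPM in Mef2>Deaf1RNAi and 13.3 ± 2.45 CPM in Mef2>whiteRNAi (log2 fold change 1.18, adjusted p = 0.0041).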

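Between Mef2>Deaf1 and Mef2>+ (3 libraries each) 1360 genes passed an adjusted p of 0.05, 553 higher and 807 lower, against 2850 genes at an unadjusted p under 0.05. The largest rises among well-expressed, non-overlapping genes were in Obp46a (at least 56.1-fold higher, because the Mef2>+ libraries hold 3 counts or fewer, adjusted p = 0.0019), CG15711 (log2 fold change 5.98, standard error 0.92, adjusted p = 0.0019) and CR43828 (4.18, standard error 0.99, adjusted p = 0.017). Obp46a had no counts in the other 3 genotypes. CG15711 stood at 4.36 to 4.55 CPM in Mef2>whiteRNAi, against at most 0.443 CPM in Mef2>+ and 0.165 CPM in Mef2>Deaf1RNAi. CR43828 reached 6.64 CPM in Mef2>Deaf1RNAi replicate 1, above the 4.53 CPM of Mef2>Deaf1 replicate 2. It was at most 0.944 CPM in Mef2>+ and 0.752 CPM in the libraries labelled Gsk3CA. The largest falls were in CG13230 (−9.42, standard error 1.66, adjusted p = 0.0038), TwdlP (at least 163-fold lower, adjusted p = 0.0027) and CG11350 (−8.86, standard error 1.67, adjusted p = 0.0056). In Mef2>whiteRNAi and Mef2>Deaf1RNAi these genes were at no more than 0.165, 0.11 and 1.975 CPM in the same order. Their low level was therefore not particular to Deaf1 overexpression. They reached 52.2, 18.5 and 677 CPM in replicate 3 of the libraries labelled Gsk3CA.

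The genes with an unadjusted p under 0.05 in both comparisons, Mef2>Deaf1RNAi against Mef2>whiteRNAi and Mef2>Deaf1 against Mef2>+, numbered 1109. Across them the log2 fold changes had a Pearson correlation of −0.478 (R squared 0.229), and 896 of them (80.8%) changed in opposite directions. The alternatives ran from −0.686, with at least 10 counts in every sample, to −0.134 across all genes tested. Leaving out 1 library at a time gave −0.613 to −0.167, and a jackknife over libraries gave a standard error of 0.363. Genes are not independent replicates, so no p-value is given. At an adjusted p under 0.05 in both, 388 genes were shared and 350 of them were opposite, where 120 would be shared by chance. With the replicate block the correlation was −0.521, and 1017 genes passed for Deaf1 overexpression. The mean correlation of same-numbered libraries was −0.10 for RNAi and 0.34 for overexpression.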

Cross-comparison with gene expression changes induced by *Deaf1* overexpression revealed that significantly regulated genes (p<0.05) are largely regulated in opposite fashions by Deaf1 RNAi and Deaf1 overexpression (R^2^ = 0.46), each normalized to its respective control (Fig 4B). Moreover, comparison of the muscle transcriptomes revealed that gene expression changes induced by *Deaf1* overexpression are highly overlapping (R^2^ = 0.49) with those induced by constitutive active Gsk3 (Fig 4C).

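Between the libraries labelled Gsk3CA and Mef2>+ (3 libraries each) 1536 genes passed an adjusted p of 0.05, 567 higher and 969 lower, against 3807 at an unadjusted p under 0.05. These directions depend on the scaling, because RLE factors gave 759 higher and 543 lower. The directions are those of the libraries labelled Gsk3CA, in which sgg is not raised. With a testis score as covariate, chosen after seeing the data and itself different between the 2 genotypes, 41 genes passed, and with only the 6 libraries compared 85 passed. The largest rises were in CG34434 (log2 fold change 4.60, standard error 0.96, adjusted p = 0.012), blanks (4.54, standard error 1.20, adjusted p = 0.028) and CG9392 (4.51, standard error 1.32, adjusted p = 0.042). Over 9 alternatives these went as low as 0.78, 0.16 and 0.68, and missed the threshold in 3, 4 and 5 of them. The 3 falls named next missed it in 2 of 9 each. The largest falls were in gammaTry (−7.98, standard error 1.97, adjusted p = 0.022), CG30031 (−7.95, standard error 1.95, adjusted p = 0.022) and CG14302 (at least 105-fold lower, because the libraries labelled Gsk3CA hold 3 counts or fewer, adjusted p = 0.028).

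The genes with an unadjusted p under 0.05 both here and in Mef2>Deaf1 against Mef2>+ numbered 1132. Across these genes the Pearson correlation was 0.361 (R squared 0.130), and 936 of them (82.7%) changed in the same direction. At an adjusted p under 0.05 in both, 381 genes were shared and 348 had the same direction, where 191 would be shared by chance. The 2 comparisons share the Mef2>+ libraries, which raises a correlation by itself. From mean log2 CPM, the median correlation with separate Mef2>+ replicates was 0.506 over 6 ways of dividing them. With all 3 Mef2>+ libraries in both comparisons it was 0.522, so the number of control libraries differs between these values. Across all genes tested the correlation was −0.16, and with Mef2>whiteRNAi as the control of the libraries labelled Gsk3CA it was −0.62. It was 0.725 with limma voom, a method the authors name, and 0.764 across genes with an adjusted p under 0.05 in both. Leaving out 1 library at a time gave −0.521 to 0.790, and a jackknife over libraries gave a standard error of 1.02. Genes are not independent replicates and no p-value is given. With the replicate block the correlation was 0.638 and 966 genes passed for the libraries labelled Gsk3CA, where same-numbered libraries had a mean correlation of −0.66 (0.34 for Deaf1 overexpression). Between Deaf1 RNAi and the libraries labelled Gsk3CA the correlation across 909 genes was 0.384, and 505 of them were opposite in direction.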

GO term analysis of categories enriched among genes upregulated by Deaf1 RNAi indicates that Deaf1 RNAi may induce myofiber hypertrophy by promoting glycolysis, sarcomere organization, and by modulating the function of histone deacetylases (Fig 4D). 

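The GO analysis itself was not run. Instead, gene lists were tested with limma's camera, which asks whether a list moves against all other genes, with Benjamini-Hochberg adjustment over 52 tests. The lists of marker genes were written down in advance. The glycolytic list is that of Fig 4E, which the paper drew from this same experiment. Its p-values are therefore not independent support for the paper's finding. In Mef2>Deaf1RNAi against Mef2>whiteRNAi the 11 glycolytic genes had a median log2 fold change of 1.14 and a p-value of 1.7e-10 (adjusted p = 1.1e-09). Of the 30 sarcomere genes listed, 29 were tested. Their median was 1.05, with 27 raised, 17 of them past an adjusted p of 0.05, and a p-value of 5.0e-20 (adjusted p = 8.6e-19). The 15 genes of the citric acid cycle had a median of 0.56 and a p-value of 6.5e-18 (adjusted p = 8.5e-17). Between the controls (Mef2>whiteRNAi against Mef2>+, 3 libraries each) the 3 lists were lower in Mef2>whiteRNAi, with medians of −0.76, −1.04 and −0.57 and p-values of 3.9e-04, 6.2e-13 and 5.9e-09 in the same order. With the correlation between genes estimated from the libraries instead of set to 0.01, the glycolytic p-value was 0.055. Over the alternative list tests and settings (camera, fry and Fisher's exact test) the sarcomere p-value rose to at most 0.017. With the replicate block the camera p-values were 7.0e-10 for glycolysis and 3.3e-19 for the sarcomere, and same-numbered libraries had a mean correlation of −0.10. Histone deacetylases were not analysed here.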

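The 11 glycolytic genes of Fig 4E (Hex-A, Pgi, Pfk, Ald, Tpi, Gapdh1, Gapdh2, Pgk, Pglym78, Eno and PyK) were read in 3 libraries per genotype. In Deaf1 RNAi against white RNAi all 11 rose, 7 past an adjusted p of 0.05. The largest rise was in Eno (1248 ± 607 to 3594 ± 546 CPM, mean ± SD, log2 fold change 1.53, standard error 0.35, adjusted p = 0.022) and the smallest in Hex-A (0.01, standard error 0.35, adjusted p = 0.994). In Mef2>Deaf1 against Mef2>+ all 11 fell, 10 past an adjusted p of 0.05, most in Ald (2909 ± 1094 to 857 ± 268 CPM, log2 fold change −1.76, standard error 0.39, adjusted p = 0.012). In the libraries labelled Gsk3CA against Mef2>+ 10 of 11 fell, none past an adjusted p of 0.05 and 2 at an unadjusted p under 0.05. These 2 were Gapdh1 (−0.83, standard error 0.31, adjusted p = 0.087) and Gapdh2 (−0.84, standard error 0.31, adjusted p = 0.085). Exons of Pgk, Pglym78 and Eno overlap genes on the opposite strand. Lactate dehydrogenase (ImpL3) changed by 1.17 (adjusted p = 0.065), −1.99 (adjusted p = 0.0051) and −0.67 (adjusted p = 0.202) in the same order.

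The libraries of the compared genotypes did not overlap for 10, 10 and 3 of the 11 genes, where 10% is the chance share. The mean log2 CPM of the 11 genes was 10.5 ± 0.21 in Deaf1 RNAi, 9.32 ± 0.67 in white RNAi, 8.76 ± 0.30 in Deaf1 overexpression, 9.73 ± 0.29 in the libraries labelled Gsk3CA and 10.1 ± 0.37 in Mef2>+. The two-sided exact permutation test of these means gave p = 0.1, 0.1 and 0.3 for the 3 comparisons, and 0.1 is the smallest value possible. By camera the list had p-values of 1.3e-10 in Deaf1 overexpression (median −1.52) and 0.053 in the libraries labelled Gsk3CA (median −0.42). Among 10000 random lists matched on expression, the medians of Deaf1 RNAi, Deaf1 overexpression and the libraries labelled Gsk3CA lay at percentiles 100, 0 and 1.15. Because the list was drawn from the same experiment, these percentiles are not an independent test. With the replicate block 1, 8 and 0 genes passed, and the camera p-values were 3.8e-10 and 0.058 in the latter 2 comparisons. The mean correlations of same-numbered libraries were −0.10, 0.34 and −0.66. With the controls exchanged between the comparisons, an alternative chosen after seeing the data, no gene passed, with 1, 6 and 0 at an unadjusted p under 0.05 and medians of 0.35, −0.69 and 0.32.

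**Figure D2:**
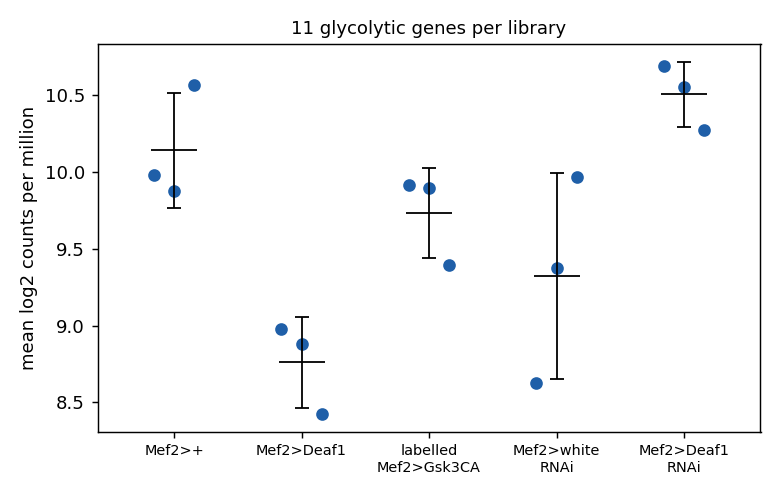
Mean log2 CPM of the 11 glycolytic genes in each of the 15 libraries. Points are libraries, lines are the mean of 3 libraries and bars the SD.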

In particular, glycolysis represents the top category of genes upregulated by Deaf1 RNAi and, consistent with transcriptome cross-comparisons (Fig 4B and 4C), Deaf1 and Gsk3 overexpression induce converse changes, i.e. significantly reduce expression of most glycolytic enzymes (Fig 4E). 

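Beside the muscle-size phenotypes and the reported phosphorylation of DEAF1 by GSK3, the paper presents the opposite directions of genes in Deaf1 RNAi and Deaf1 overexpression (Fig 4B), the shared directions of Deaf1 and Gsk3 (Fig 4C) and the glycolytic enzymes among these genes (Fig 4E). In the libraries the glycolytic genes did not move alone. In Mef2>Deaf1 against Mef2>+ (3 libraries each) the 29 sarcomere genes had a median log2 fold change of −1.26, 21 of them lower past an adjusted p of 0.05, with a camera p-value of 8.0e-21 (4.7e-20 with the replicate block, where same-numbered libraries had a mean correlation of 0.34). In the libraries labelled Gsk3CA, where sgg is not raised, the sarcomere median was −0.55 with 1 gene past an adjusted p of 0.05, and the camera p-value was 0.0012 with and without the replicate block (mean correlation −0.66). The citric acid cycle genes had medians of −0.54 and −0.31. Some lists outside muscle moved too. For midgut (19 genes) the medians were −5.05 in Deaf1 RNAi, −2.04 in Deaf1 overexpression and −3.59 in the libraries labelled Gsk3CA. The camera p-values were 7.9e-09, 4.3e-05 and 1.2e-05 in the same order. For salivary glue (7 genes) the medians were 3.93, −3.54 and −1.02 (camera p-values 8.3e-04, 0.003 and 0.449). The ecdysone response list had camera p-values of 0.282, 0.26 and 0.134. The source of these shifts was not tested. The glycolytic median lay above the sarcomere median by 0.088 in Deaf1 RNAi, lay below it in Deaf1 overexpression (−0.25), and lay above it by 0.13 in the libraries labelled Gsk3CA.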

Altogether, these findings suggest that the transcription factor Deaf1 may regulate myofiber size via the transcriptional modulation of several target genes, including glycolytic enzymes.

### Expression of glycolytic enzymes sustains growth of larval body wall skeletal muscles

We have found that Deaf1 RNAi, which induces myofiber hypertrophy, promotes the expression of glycolytic enzymes whereas Deaf1 overexpression, similar to Gsk3, reduces their expression (Fig 4). On this basis, we next tested the impact of glycolysis on skeletal muscle growth. To this purpose, we screened 44 RNAi lines targeting glycolytic enzymes with *Mef2-Gal4* and found that many of them led to small larval size (Fig 5A and S3 Table), indicative of muscle atrophy [35]. We further analyzed some of the RNAi lines that target glycolytic enzymes. As expected, small body size due to expression of transgenic RNAi for *Eno* and *Pglym78* in skeletal muscle (Fig 5A) was associated with reduced size of VL3 and VL4 muscles (Fig 5B and 5C). These findings indicate that glycolysis is necessary for myofiber growth, in line with previous studies [57,58], and that it may indeed be a primary means by which Gsk3 and Deaf1 modulate myofiber growth in *Drosophila* body wall skeletal muscles.

**Fig 5:**
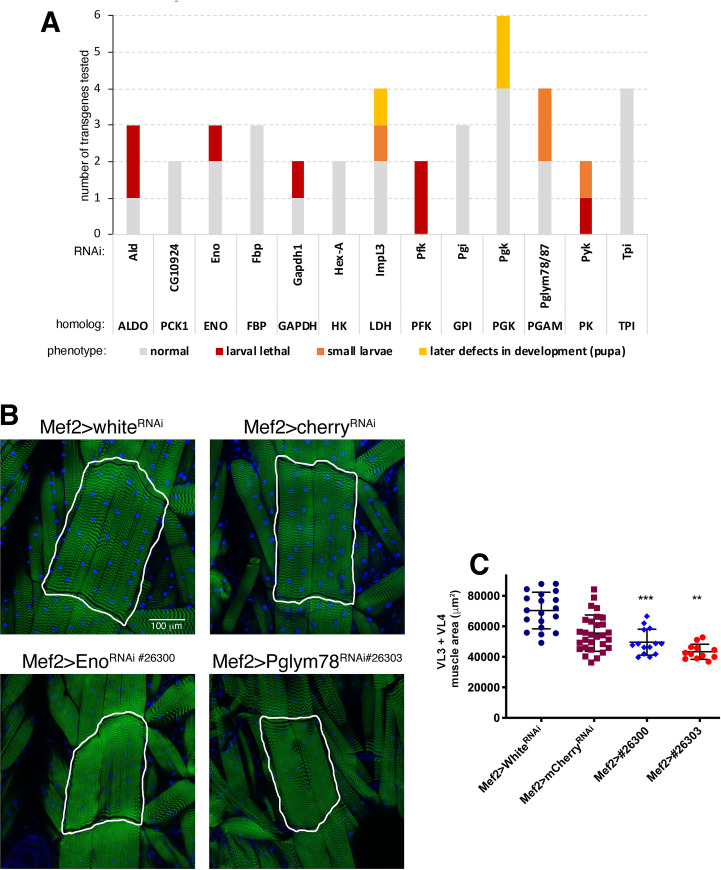
RNAi for glycolytic enzymes impedes developmental growth of larval body wall skeletal muscles. (A) RNAi for glycolytic enzymes driven in skeletal muscle with Mef2-Gal4 leads to small size of 3rd instar larvae, indicating that glycolysis is needed to sustain developmental muscle growth. A full list of phenotypes obtained with 44 lines targeting glycolysis is reported in S3 Table. (B) Transgenic RNAi for the glycolytic enzymes *Eno* and *Pglym78* reduces myofiber size, compared to control white^RNAi^ and cherry^RNAi^. (C) The area of ventral longitudinal VL3 and VL4 muscles, each consisting of a single myofiber, is reduced upon Eno^RNAi^ and Pglym78^RNAi^. N = 12–29 and mean±SD is shown; **P<0.01 and ***P<0.001.

## Discussion

In this study, we took advantage of a simple, genetically tractable, model organism, *Drosophila melanogaster* [59], to expand the knowledge about transcription factors that regulate myofiber size. Specifically, we have used transgenic RNAi to knock down the levels of evolutionary-conserved transcription factors in *Drosophila* larval body wall skeletal muscles which, by growing ~40-fold during few days of larval development, offer an ideal setup for identifying modulators of myofiber growth. Because these muscles are located right beneath and surround the larval epidermis, changes in muscle mass result in changes in the overall larval body size, making this system amenable for visual phenotypic screens [35,37]. Moreover, the reduced genetic redundancy of *Drosophila melanogaster* compared to mice and humans constitutes another advantage for uncovering regulators of myofiber size [22], as demonstrated by the lower number of transcription factors present in *Drosophila* compared to humans (708 versus ~1,400).

The RNAi screen here done provides insight into transcription factors that regulate myofiber growth. Because this screen included both DNA-binding transcription factors and transcriptional regulators that are part of larger nuclear complexes, we expect that the screen hits here identified may modulate myofiber size via a plethora of mechanisms. For example, the nucleosome remodeling factor Nurf-38 catalyzes ATP-dependent nucleosome sliding and facilitates transcription of chromatin [60] and this may constitute a mechanism by which it is necessary for myofiber growth. Another example is e(y)1/Taf9, i.e. TBP-associated factor 9, which encodes for a component of the transcription factor IID complex, which regulates transcription from core promoters and enhancer-promoter interactions [61] but also regulates lipid metabolism [62], which has been implicated in muscle wasting [63]. Overall, despite phenotypic similarity, the transcription factors and transcriptional regulators here identified may regulate myofiber size via distinct target genes and transcriptional/chromatin remodeling mechanisms.

The RNAi screen we have conducted has identified several candidate regulators of muscle growth. However, as found in other screens [64], some of these hits could be false positives. For example, *trachealess (trh)*, a transcription factor necessary for the development of the *Drosophila* airway system [65], was initially identified as a screen hit but subsequent re-testing with *Mef2-Gal4* uncovered only minor phenotypes induced by trh RNAi (Fig 1D), suggesting that this is a false positive. While transcription factors that scored consistently with multiple RNAi lines (such as Deaf1 RNAi) are less likely to be false positives, screen hits identified with a single RNAi line most likely also consist in large part of bona fide muscle growth regulators (indeed in some cases only a single RNAi line was available to test the function of a given transcription factor).

Conversely, other transcription factors that are important regulators of muscle growth may not have scored because of technical limitations, i.e. they could be false negatives. Although the potency of transgenic RNAi depends on the Gal4 line used and specific RNAi collection, a previous study in the *Drosophila* embryo has found that phenotypes were observed only among the RNAi interventions that yielded a target gene knockdown greater than 50% [66]. Specifically, this study has found that, out of ~450 RNAi lines targeting kinases, ~29% were not functional (~12% did not display any knockdown, and an additional ~17% displayed a knockdown of less than 50% that did not yield a phenotype; [66]). Therefore, it is possible that around 1/3 of the lines tested in our screen is not functional and that therefore the muscle growth regulators targeted by these RNAi lines are not uncovered by our screen. On this basis, rather than being an exhaustive and definitive determination of the transcription factors that regulate muscle growth, our study provides a list of candidate regulators of myofiber size which should be further tested in *Drosophila* and other model organisms.

Another limitation of the screen consists in the tissue specificity of the *Mef2-Gal4* line that we have used. As originally described in ref. [35], this *Mef2-Gal4* line drives transgene expression in body wall skeletal muscles but also in visceral muscles and in some cells in the brain [35]. Closer analysis of such brain cells suggests that they consist of mushroom body neurons (S2 Fig), which have been found to express endogenous *Mef2* [67]. However, *Mef2-Gal4* fluorescence is most strongly observed in skeletal muscle compared to non-muscle cells and therefore it is unclear if sufficient target gene knockdown is achieved in non-muscle cells to generate a phenotype. Moreover, the overall similarity of phenotypes induced by transgenic RNAi driven by complementary muscle drivers (i.e. *Mef2-Gal4* and *MhcK-Gal4*) suggests that the observed muscle atrophy phenotypes are indeed due to RNAi expression in skeletal muscle (Fig 1D and 1E). Nonetheless, the changes in larval body size and myofiber growth observed in our study may in some cases depend on the modulation of the target gene outside of skeletal muscle. As in the case of false and negative screen hits, this constitutes a technical limitation of the study that will be resolved by complementary approaches for testing the function of the candidate regulators of myofiber size here identified.

Among the many screen hits identified, we have examined in more detail the function of Deaf1, an evolutionary conserved transcription factor that had not been previously implicated in skeletal muscle growth. Specifically, we have found that Deaf1 RNAi induces myofiber hypertrophy whereas Deaf1 overexpression causes atrophy. Mechanistically, Deaf1 RNAi promotes the expression of glycolytic enzymes whereas Deaf1 overexpression reduces it, suggesting that glycolysis is necessary for optimal skeletal muscle growth, as previously found in *Drosophila* [57] and in other contexts [68].

We also find that similar transcriptional responses, including expression of glycolytic enzymes, are induced by Deaf1 and Gsk3, a known inducer of myofiber atrophy [40,69–71] that interacts with and phosphorylates Deaf1 [39]. Many phosphorylation targets of GSK3 have been identified in mammals, including several transcription factors, such as MITF, NF-κB, and CREB [72–77]. However, much remains to understand about the GSK3 targets that are most necessary for GSK3 output in distinct tissues and disease conditions. In particular, although it is well established that GSK3 promotes muscle wasting [40,69–71], it is incompletely understood how GSK3 promotes transcriptional changes that drive muscle protein catabolism during atrophy. Our findings now suggest that Deaf1 may contribute at least in part to the transcriptional changes induced by Gsk3 activity in muscle, and that these may include the modulation of glycolysis.

Altogether, this study has expanded the repertoire of transcription factors that regulate myofiber growth and highlights a possible role for Gsk3, Deaf1, and glycolysis in this process.

## Materials and methods

### RNAi screening

The list of fly stocks used for RNAi screening is reported in S1 Table and refers to RNAi for *Drosophila* transcription factors that are evolutionarily conserved in humans, as defined based on a homology DIOPT [78] score of ≥2. For each screen cross, 10 *Mef2-Gal4* virgin females were crossed with 5 males for each RNAi line tested. Progenies were reared at 25°C and transferred to new food every 4 days. Subsequently, the size of 3^rd^ instar wandering larvae was scored in comparison with negative controls (white^RNAi^) and positive controls, which consisted in *FoxO* overexpression (which induces atrophy) and overexpression of *insulin receptor* (InR, which induces hypertrophy), as previously shown [35,37]. Specifically, larval size phenotypes due to *Mef2-Gal4*-drived RNAi in muscle were scored as follows: A- no larvae/no pupae; B- very small larvae/no pupae (i.e. smaller than *FoxO* overexpression); C- small larvae/small pupae (i.e. similar to *FoxO* overexpression); D- normal (no visible phenotype); E- increased larval/pupal size (i.e. similar to *InR* overexpression); and F- thin or sickle-shaped larvae with locomotor defects.

Adult flies obtained from RNAi crosses were scored based on the following categories: H- normal; I- no adults eclosed, i.e. developmental lethal; J- upheld or depressed wings in the majority of flies in the tube (i.e. similar to pink1 RNAi or parkin RNAi); and K- early lethality of eclosed flies. Normal muscle development results in stereotypical wing positioning, which is present in white^RNAi^ control flies, whereas upheld/depressed wings are an indication of improper muscle development and/or muscle degeneration [45]. RNAi interventions that lead to small larvae and pupae (A-C) and larvae with aberrant shape (F) typically do not give rise to adult flies, as previously shown [35].

### *Drosophila* stocks

In addition to *Mef2-Gal4* [44], the following fly stocks were used: UAS-Deaf1 [50], UAS-foxo and UAS-InR [35,79], and stocks for overexpression of wild-type, constitutive-active, and kinase-dead Gsk3 transgenes [80], which are reported in S3 Table. MhcK-Gal4 (Mhc-GAL4.K, BL#55133; [46]) was used for studies in Fig 1E. The list of fly stocks used for RNAi screening is reported in S1 Table whereas the list of RNAi lines that target glycolytic enzymes is reported in S3 Table.

The fly stocks utilized for VL3+VL4 muscle analyses (Fig 2) are the following: UAS-white^RNAi^ (BL#33623), UAS-cherry^RNAi^ (BL#35785), UAS-Nurf-38^RNAi^ (BL#31341), UAS-e(y)1^RNAi^ (BL#32345), UAS-alien^RNAi^ (BL#28908), UAS-Ssrp^RNAi^ (BL#26222), UAS-CG7839^RNAi^ (BL#25992), UAS-Taf1^RNAi^ (BL#32421), UAS-MBD-R2^RNAi^ (BL#27029), UAS-mtTFB2^RNAi^ (BL#27055), UAS-pdm3^RNAi^ (BL#35726), UAS-dati^RNAi^ (BL#26711), UAS-foxo^RNAi^ (BL#27656 and BL#32993), UAS-Cnc^RNAi^ (BL#32863), and UAS-Deaf1^RNAi^ (BL#32512).

The fly stocks utilized for RNA-seq (Fig 4) are the following: UAS-Deaf1^RNAi^ (BL#32512), UAS-white^RNAi^ (BL#33623), UAS-Deaf1 [50], UAS-Gsk3^CA^ (BL#5255), and w^1118^ (+).

### Staining of body wall skeletal muscles, confocal microscopy, and image analysis

Male larvae were dissected in ice-cold Ca^2+^-free, MgCl_2_-free PBS (Gibco) and filleted larval samples were fixed for 20 minutes in PBS with 4% paraformaldehyde, as previously done [35]. After washing with PBS, body wall skeletal muscles were stained overnight with DAPI (4’,6-diamidino-2phenylindole, 1μg/mL) to visualize nuclei, and imaged to detect the endogenous fluorescence of a Mhc-GFP fusion protein. Body wall muscles were mounted on microscope slides and the VL3/4 muscles were imaged using a Zeiss LSM880 confocal laser-scanning microscope. Confocal images were analyzed using the measure tools of the ImageJ software to quantitate the area of VL3+VL4 muscles for each sample. Larval body size was quantified with ImageJ.

### RNA sequencing

RNA-seq was done following similar procedures as before [81,82]. Specifically, total RNA was extracted from filleted *Drosophila* larvae, which consist primarily of body wall skeletal muscles. Three biological replicates were prepared for RNA-seq with the TruSeq stranded mRNA library preparation kit (Illumina) and sequenced on the Illumina HiSeq 4000 platform, with six samples in each lane. Multiplexing was done on a per flowcell basis. Approximately 100 million reads were obtained for each sample. FASTQ sequences derived from mRNA paired-end 100-bp sequences were mapped to the *Drosophila melanogaster* genome (BDGP5) with the STAR aligner (version 2.5.3a) [83]. Transcript level data were counted using HTSeq (version 0.6.1p1) [84] based on the BDGP5 GTF release 75. The TMM method [85] was used to calculate the normalization factors. Then, linear modeling was carried out on the log2(CPM) (count per million) values where the mean-variance relationship is accommodated using precision weights calculated by the voom function [86] of the limma package in R 3.2.3 (R Core Team 2013; [87]). A q-value (FDR) was calculated for multiple comparison adjustments of RNA-seq data. The lmFit, eBayes, and contrasts.fit functions from the limma package were used for the linear modeling. Statistical analyses were performed using log2(FPKM) values in Partek Genomic Suite 6.6 (www.partek.com/partek-genomics-suite/). The gene sets were analyzed by DAVID (Database for Annotation Visualization and Integrated Discovery) to identify enriched functional classes of genes [88].

The RNA-seq comparisons refer to *Mef2>Deaf1RNAi(BL#32512)* versus *Mef2>whiteRNAi(BL#33623)*, *Mef2>Deaf1* versus *Mef2>+*, and *Mef2>Gsk3CA(BL#5255)* versus *Mef2>+*; (n = 3/genotype). The RNA-seq data is reported in S2 Table and has been deposited to the Gene Expression Omnibus with accession number GSE174637.

### Statistical analysis

All data points refer to biological replicates and the number is indicated in the figure legends. Each biological replicate refers to data obtained from a different larva; typically, larvae from 2 or more crosses were analyzed for each genotype. The larvae analyzed in Figs 2–5 were obtained from crosses different from those used for the screen. The unpaired two-tailed Student’s t-test was used to compare the means of two independent groups to each other. One-way ANOVA with Tukey’s post hoc test was used for multiple comparisons of more than two groups of normally distributed data. Bar graphs present the mean ± SEM or ± SD, as indicated in the figure legends. Throughout the figures, asterisks indicate the significance of the p value: *p<0.05; **p<0.01; ***p<0.001. A significant result was defined as p<0.05. Statistical analyses were done with Excel and GraphPad Prism.

## Supporting information

S1 Fig Comparison of *Insulin Receptor* overexpression with *Mef2-Gal4* and *MhcK-Gal4*. Consistent with previous studies in *Drosophila* and mammals, overexpression of *insulin/IGF receptor* (*InR*) in skeletal muscle via *Mef2-Gal4* induces skeletal muscle hypertrophy, as indicated by the increase in body size. However, a relatively minor increase is found with *InR* overexpression via *MhcK-Gal4* (Mhc-Gal4.K, BL#55133) suggesting that this Gal4 line is not ideal for uncovering muscle hypertrophy phenotypes.
(TIF) Click here for additional data file.

S2 Fig Characterization of the tissue-specificity of transgenic expression with *Mef2-Gal4*. Red fluorescence due to transgenic *DsRed* expression is detected primarily in body wall skeletal muscles but also in visceral muscles and few cells in the brain. We find no evidence for *Mef2-Gal4*-driven *DsRed* expression in insulin producing cells (ipc) with this line. However, *DsRed* expression driven by *Mef2-Gal4* is detected in brain cells of the mushroom body (mb), consistent with our original characterization of this driver (Demontis and Perrimon, 2009, *Development; PMID*:*19211682*) and a more recent study that has found endogenous *Mef2* expression in a subset of Kenyon cells of the mushroom body (Crittenden et al. 2018, *Biology Open; PMID*:*30115617*).
(TIF) Click here for additional data file.

S1 Table RNAi screen data. (XLSX) Click here for additional data file.

S2 Table RNA-seq data. (XLSX) Click here for additional data file.

S3 Table Phenotypes of RNAi lines for glycolytic enzymes. (TIF) Click here for additional data file.

S4 Table Additional primary data, related to Figs 2 and 3. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

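RNA from filleted larvae of 5 genotypes (Mef2>+, Mef2>Deaf1, Mef2>Gsk3CA, Mef2>whiteRNAi and Mef2>Deaf1RNAi) was sequenced in 15 libraries, 3 biological replicates per genotype. The authors aligned paired-end reads with STAR to the BDGP5 genome, ran HTSeq on the matching gene annotation and deposited counts per gene symbol, with no normalization, 1 file per library and replicates not pooled. The strand, overlap and quality options of HTSeq are not stated in the paper. The 5 summary lines that HTSeq adds to each file were used only for the shares of entries on no feature and of ambiguous entries. For their own tests the authors name TMM factors with limma voom, and also log2(FPKM) values in Partek Genomic Suite. Which of them gave the p-values of Fig 4 is not stated in the paper.

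Of the 15682 symbols, 15369 (98.0%) were matched by name to the BDGP6 annotation, which was used for gene identifiers, exon lengths and overlaps between genes. Counts were analysed in R 4.3.3 with edgeR 4.0.16, with TMM factors, the filterByExpr filter by genotype (10930 genes kept) and a quasi-likelihood model with a mean per genotype over all 15 libraries (10 residual degrees of freedom, prior degrees of freedom 2.04, non-robust prior). Benjamini-Hochberg adjustment was over all genes tested and the threshold an adjusted p of 0.05. All gene tests are two-sided. CPM values use the TMM factors, and log2 CPM adds a prior count of 2. Standard errors of log2 fold changes come from the model, and SDs are between libraries.

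The comparisons were Deaf1 RNAi against white RNAi, Deaf1 overexpression against Mef2>+, the libraries labelled Gsk3CA against Mef2>+, Deaf1 overexpression against the libraries labelled Gsk3CA, and white RNAi against Mef2>+. The cross-comparisons use Pearson correlations of log2 fold changes across genes with an unadjusted p under 0.05 in both comparisons, with a jackknife over libraries. Gene lists were tested with camera (limma 3.58.1, correlation between genes set to 0.01), and the glycolytic list was also set against 10000 random lists matched on expression. The lists are the 11 glycolytic genes of Fig 4E and 12 lists of marker genes. Single values in 3 against 3 libraries were tested by exact permutation.

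The genes named are Deaf1, sgg, w, the 11 glycolytic genes, ImpL3 and, for each comparison with a control and for the 2 controls, the 3 largest positive and 3 largest negative log2 fold changes among genes with an adjusted p under 0.05, an average of at least 1 log2 CPM and no overlap between the 3 and 3 libraries. A fold against a genotype whose libraries all hold 3 counts or fewer is given as a lower bound against 3 counts. The replicate numbers of the deposited labels gave the pairing used for the replicate block. The paper does not say that same-numbered libraries were prepared together, and the mean correlation of their deviations from the genotype means was computed as a check.

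The comparisons, tests, rule for named genes and alternatives were chosen before the data were examined, except those stated to be chosen later. The alternatives were limma voom, DESeq2 1.42.0 without independent filtering, no expression filter, at least 10 counts in every sample, RLE or upper quartile factors, a robust prior, the replicate block, only the libraries of the groups compared, leaving out 1 library at a time, and a log2 fold change of at least 1. For the cross-comparisons they also included other gene selections, Spearman correlation, white RNAi as the control of the libraries labelled Gsk3CA and separate Mef2>+ replicates, and for the lists an estimated correlation between genes, fry, Fisher's exact test and camera on voom values. A testis score as covariate and the exchange of the controls were added after the data had been seen.

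With a median of 20680407 counts on genes in Mef2>Deaf1RNAi, Deaf1 itself had 369 to 439 counts per library there and 922 to 1424 in Mef2>whiteRNAi, so counting noise is part of the spread of Deaf1 between libraries. No pair of replicates was as alike as repeated counting of a single library would be, and the lowest chi-square per degree of freedom was 5.51. The procedure was tested on simulated data with 198 truly changed genes among 10772. The quasi-likelihood test called 128 of them (64.6%) with 2 false calls (1.54% of calls), voom called 123, and DESeq2 called 145 with 59 false calls (28.9%). Camera called none of 200 random lists and 100% of 20 raised lists. The simulated genes were drawn independently of one another, and the raised lists held only raised genes. The simulation therefore cannot tell how camera behaves on lists whose genes move together, as the glycolytic and sarcomere genes did. With no true change, 2 comparisons sharing a control had a correlation of 0.957 across 129 selected genes, and 0.146 across 43 genes with separate controls.

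Muscle areas, the RNAi screen images and the GO analysis were not analysed here. The scores of the screen were used only for the expression of the genes screened.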

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

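The tests of a library batch and of the most counted genes between the controls, and all 3 tests of the testis genes, were chosen only after the result was seen, and so was the reading of the test of the most counted genes.

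Between the 2 control genotypes, Mef2>whiteRNAi and Mef2>+, 1799 genes passed an adjusted p of 0.05 (689 higher and 1110 lower in Mef2>whiteRNAi, edgeR's quasi-likelihood test), against 3649 at an unadjusted p under 0.05, where 546 would pass by chance. It is a signal in data the paper did not compare. Of the 4 splits of the 6 libraries that part all same-numbered pairs, 1 gave as many genes, the real split, and the same was so among all 10 splits, so the design cannot give a share under 0.1. Among the largest changes, CG13230 and TwdlP were at least 539-fold and 173-fold lower in Mef2>whiteRNAi, CG10953 had a log2 fold change of −7.98 (standard error 1.51, adjusted p = 0.0051), and CG14332, spok and CG34377 were at least 210.1-fold, 124-fold and 33.9-fold higher (exons of CG34377 overlap asRNA:CR46261). In Mef2>whiteRNAi replicate 2 CG14332 was at 0.861 CPM and CG34377 at 0.092 CPM, so the folds of these 2 genes rest on replicates 1 and 3. The gene w, the target of the control hairpin, had a log2 fold change of −1.48 (adjusted p = 9.9e-04). Genes for ribosomal proteins were lower in Mef2>whiteRNAi for all 79 under TMM, RLE, upper quartile and DESeq2 factors, with a median of −0.46 under TMM.

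The Spearman correlation of log2 fold change with exon length across 10781 genes was 0.227, inside the limit of 0.3 set for it. Gene length was thus only weakly related to this difference. No fit corrected for length was run, so a part played by it is not excluded. The share of the 10 most counted genes was 13.5, 14.7 and 17.9% in Mef2>whiteRNAi and 17.7, 17.5 and 21.3% in Mef2>+ (replicates 1 to 3). The highest value in Mef2>whiteRNAi exceeded the lowest in Mef2>+ by 0.385 percentage points, an overlap that, with the lower share of Mef2>whiteRNAi in all 3 same-numbered pairs, does not exclude a part played by a few abundant genes. With the testis score as a covariate 1588 genes passed, so testis RNA does not account for most of it. A library batch remains possible. The share of entries on no feature was lower in all 3 Mef2>+ libraries than in the other 12, with a gap of 1.43 percentage points, and how much of the difference between the controls comes from such a batch cannot be told. The genotypes themselves (a hairpin against w, and no hairpin) are the biological explanation that the design gives. None of the 7 genes named above set Mef2>+ apart from all 12 other libraries. CG13230, TwdlP and CG10953 were at no more than 0.198, 0.11 and 0.252 CPM in Mef2>Deaf1, Mef2>whiteRNAi and Mef2>Deaf1RNAi. This sets Mef2>+ apart from these genotypes, as a library batch would. The same genes were at 52.2, 18.5 and 49.6 CPM in replicate 3 of the libraries labelled Gsk3CA. CG14332 and CG34377 were at no more than 0.494 and 0.098 CPM in Mef2>Deaf1RNAi, close to their levels in Mef2>+. They reached 42.7 CPM (CG14332, replicate 1) and 12.1 CPM (CG34377, replicate 2) in Mef2>Deaf1. The gene w was at 10.5 to 14.9 CPM in Mef2>whiteRNAi and at 27.9 to 55.1 CPM in the other 12 libraries, and spok was at 11.9 to 35.6 CPM in Mef2>whiteRNAi, at 21.7 CPM in Mef2>Deaf1 replicate 2 and at no more than 0.235 CPM in the others. How many other genes follow this pattern was not tested.

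Between Mef2>Deaf1 and the libraries labelled Gsk3CA 3297 genes passed an adjusted p of 0.05 (1429 higher and 1868 lower in Mef2>Deaf1), against 4623 at an unadjusted p under 0.05. The paper does not compare these genotypes directly. Of the 4 splits that part same-numbered pairs, 1 gave as many genes, the real split. The directions depend on the scaling, because upper quartile factors gave 777 higher and 2138 lower and moved the median of all genes from 0.061 to −0.054. Testis RNA may account for much of the difference, because with the testis score as a covariate 166 genes passed, a covariate that runs largely along the contrast itself. This difference cannot be told apart from that explanation.

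In the libraries labelled Gsk3CA the 21 testis genes tested (of 26 listed) had a median log2 fold change of 3.47 against Mef2>+, all 21 higher and 3 past an adjusted p of 0.05. The paper does not report testis genes. The list was drawn up after testis genes were seen among the largest changes, so its place at the 99.98 percentile of 10000 random lists matched on expression is not an independent test. The testis score was 2.90, 3.07 and 0.86 in the 3 libraries labelled Gsk3CA, 0.58 in Mef2>+ replicate 3, −0.33 in Mef2>Deaf1 replicate 3, and between −2.45 and −1.84 in the others. All 3 labelled libraries lay above all 3 Mef2>+ libraries, and the two-sided exact permutation test gave p = 0.1, the smallest value 3 against 3 libraries allow. Library depth does not account for the raised score of Mef2>+ replicate 3, whose gene counts were 1.01 times the mean of the other 2 Mef2>+ libraries. A candidate explanation is testis tissue left in some fillets, since single libraries of other genotypes also had raised scores. An effect of the genotype cannot be told apart from it.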

How the results depend on the processing

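The testis covariate and the exchanged controls were the only settings here chosen after the results were seen.

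Deaf1 RNAi lowered Deaf1 under all 11 alternatives other than leaving out a library, from −0.91 to −0.85 with its own control and −0.61 with the controls exchanged. Deaf1 overexpression raised Deaf1 by 0.27 to 0.31 against its own control and by 0.049 with the controls exchanged (adjusted p = 0.815). It passed an adjusted p of 0.05 with DESeq2 (0.31, adjusted p = 0.012), at least 10 counts in every sample (0.28, adjusted p = 0.032), RLE (0.31, adjusted p = 0.037) and upper quartile factors (0.27, adjusted p = 0.020), within a range of 0.0115 to 0.815 over the alternatives other than leaving out a library. Leaving out 1 library gave 0.24 to 0.36, with adjusted p from 0.088 to 0.226. The cause was not tested. For sgg in the libraries labelled Gsk3CA the alternatives gave 0.10 to 0.61 (adjusted p from 0.398 to 0.843), and leaving out 1 library −0.11 to 0.23.

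The 963 genes of Deaf1 RNAi became 1658 with DESeq2, 606 with upper quartile factors, 599 with the replicate block and 319 with a log2 fold change of at least 1. The 1360 genes of Deaf1 overexpression became 505 with that fold limit, and the other alternatives on all libraries stayed within 1.5 times of it. For the libraries labelled Gsk3CA 1536 became 1003 with at least 10 counts in every sample, 950 with upper quartile factors, 966 with the replicate block, 41 with the testis covariate, 85 with only the libraries compared and 549 with the fold limit. For Mef2>Deaf1 against the libraries labelled Gsk3CA 3297 became 1671 with at least 10 counts, 166 with the testis covariate, 1020 with only the libraries compared and 1699 with the fold limit. Between the controls 1799 became 665 with only the libraries compared and 586 with the fold limit. Leaving out 1 library gave 294 to 1159, 711 to 958, 445 to 2837, 1145 to 4467 and 818 to 2062 genes in the same order. The cause was not tested. In simulated data DESeq2 made 59 false calls where edgeR made 2.

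Scaling moved the share of genes that rose. In the libraries labelled Gsk3CA it was 36.9% with TMM, 58.3% with RLE (759 higher and 543 lower), 56.1% with upper quartile factors (533 and 417) and 60.0% with DESeq2 (1235 and 822). In Mef2>Deaf1 against those libraries it was 43.3% with TMM, 28.1% with RLE (862 and 2210), 26.7% with upper quartile factors (777 and 2138) and 32.6% with DESeq2 (1116 and 2303).

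The correlation of Deaf1 RNAi with Deaf1 overexpression was negative under all alternatives, from −0.686 to −0.134. That of Deaf1 overexpression with the libraries labelled Gsk3CA turned negative with an unadjusted p under 0.05 in either comparison (−0.10), across all genes (−0.16) and with Mef2>whiteRNAi as control (−0.62), and ran from −0.521 to 0.790 on leaving out 1 library. That of Deaf1 RNAi with the libraries labelled Gsk3CA turned negative with at least 10 counts (−0.051), in either comparison (−0.11), across all genes (−0.13) and by Spearman correlation (−0.080), and ran from −0.0055 to 0.495 on leaving out 1 library. The cause was not tested.

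Of the 11 glycolytic genes, the 7 that passed in Deaf1 RNAi became 1 with upper quartile factors, 1 with the replicate block, 0 with only the libraries compared and 0 with the controls exchanged (1 at an unadjusted p under 0.05), and 0 to 10 on leaving out 1 library. The 10 that passed in Deaf1 overexpression became 0 with the controls exchanged (6 unadjusted), and 4 to 10 on leaving out 1 library. None passed in the libraries labelled Gsk3CA under any alternative (2 unadjusted). Hex-A changed sign with upper quartile factors in Deaf1 RNAi (−0.036, adjusted p = 0.974, range 0.930 to 1) and with the testis covariate in the libraries labelled Gsk3CA (−0.0052, adjusted p = 0.998, range 0.752 to 0.998). On leaving out 1 library it ran from −0.31 to 0.49 and from −0.11 to 0.46, and Eno in the libraries labelled Gsk3CA from −0.53 to 0.0027. The cause was not tested.

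The glycolytic list had p-values of 0.055 in Deaf1 RNAi and 0.055 in Deaf1 overexpression when camera estimated the correlation between genes. In the libraries labelled Gsk3CA it had 0.021 without filter, 0.025 with RLE and 0.011 with only the libraries compared, but 0.529 with estimated correlation, 0.224 by fry, 0.592 by Fisher's exact test, 0.0802 on voom values, 0.0791 with at least 10 counts in every sample and 0.0582 with the replicate block. Leaving out 1 library gave 0.0080 to 0.288. The sarcomere list in those libraries had 0.349 with estimated correlation, 0.0697 by fry and 0.225 by Fisher's exact test. In Deaf1 RNAi and in Deaf1 overexpression its p-value over the same alternative tests rose to at most 0.017. The cause was not tested. At the 369 to 439 counts of Deaf1 in the Deaf1 RNAi libraries, counting noise is part of the spread between libraries.

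The expression difference of screened genes was 0.46 log2 CPM and 0.73 when any line not scored as unchanged counted as a hit, and the cause was not tested.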

Differences from the paper's values

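The testis covariate is the only test in this part chosen after the result was seen.

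For an R squared, values within 1.5 times of each other are counted as not different, whatever the sign of the correlation. For Deaf1 RNAi and Deaf1 overexpression the R squared was 0.229, and the paper's value is 0.46. Of the 25 alternatives set before the data were examined, 4 came within this limit: limma voom (0.332), at least 10 counts in every sample, Spearman correlation and leaving out Mef2>whiteRNAi replicate 2. The other 21 did not.

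For Deaf1 overexpression and the libraries labelled Gsk3CA the R squared was 0.130, and the paper's value is 0.49. Of the 25 alternatives set before the data were examined, 7 came within the same limit: limma voom (0.526), at least 10 counts in every sample (0.385), the replicate block (0.407), an adjusted p under 0.05 in both comparisons (0.583), leaving out Mef2>+ replicate 3, leaving out Mef2>Deaf1 replicate 1, and Mef2>whiteRNAi as the control of the libraries labelled Gsk3CA, where the correlation itself was negative. The testis covariate, chosen after seeing the values, gave 0.564. The other 18 alternatives did not come within it.

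For sgg in the libraries labelled Gsk3CA the log2 fold change was 0.12, and the paper's value in S2 Table is 3.76. The fold was 1.09, and the paper's is about 62 in Fig 4A, read by eye. The assay of Fig 4A is not named in the paper, so its fold may not come from RNA-seq. For the glycolytic genes in these libraries the log2 fold changes were 0.10 for Hex-A (the paper's value in S2 Table is −1.43), −0.36 for Pgi (the paper's −1.78), −0.32 for Pfk (the paper's −1.09), −0.42 for Ald (the paper's −1.65), −0.46 for Tpi (the paper's −1.11), −0.83 for Gapdh1 (the paper's −1.62), −0.84 for Gapdh2 (the paper's −1.39), −0.42 for Pgk (the paper's −1.09), −0.52 for Pglym78 (the paper's −1.34), −0.33 for Eno (the paper's −1.38) and −0.37 for PyK (the paper's −1.44). None of the 15 alternatives set before the data were examined closed any of these gaps. The testis covariate, chosen after seeing the values, moved the glycolytic genes towards the paper's values. It gave −1.22 for Gapdh2, −1.19 for Gapdh1 and −0.89 for Tpi, but −0.0052 for Hex-A. For sgg it gave 0.61.

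All entries of a file had a median of 24.3 M per library, and the paper's value is approximately 100 M reads per sample. No alternative changes the number of entries.

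The paper calls Deaf1 significantly higher in Deaf1 overexpression, citing Fig 4A, whose assay is not named. In S2 Table the log2 fold change of Deaf1 is 0.314, beside 0.312 in these libraries. Here Deaf1 rose with an adjusted p = 0.058, and passed 0.05 without adjustment (unadjusted p of 0.0079) and with DESeq2, at least 10 counts in every sample, RLE factors and upper quartile factors. The paper calls most glycolytic genes significantly lower upon Gsk3 overexpression. In the libraries labelled Gsk3CA 10 of 11 were lower, 0 past an adjusted p of 0.05 and 2 at an unadjusted p under 0.05, and no setting called any at the adjusted threshold.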

Other observations

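The 3 tests of sgg and the exchange of the controls were chosen only after the result was seen, and so were the readings of the tests of ambiguous reads, of separate Mef2>+ replicates and of exchanged controls.

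The gene sgg was not raised in the libraries labelled Gsk3CA. An exchange of labels within the series does not account for this, because the highest sgg level among the 15 libraries was 1.43 times the Mef2>+ mean. The ambiguous share of entries differed from Mef2>+ by −0.287 percentage points and ran from 1.74 to 3.07% over the 15 libraries. This share alone does not exclude reads of sgg left out as ambiguous. S2 Table holds a sgg log2 fold change of 3.76, and the paper names HTSeq for its counts. The 2 Deaf1 columns of that table correlate with these counts at 0.996 and 0.986. If its Gsk3CA column was counted in the same way, ambiguous reads did not hide sgg there, which argues against this explanation. Another candidate explanation is that the deposited counts come from other libraries than the Gsk3CA column of S2 Table. Across 1988 genes, only a part of S2 Table, the log2 fold changes of the libraries labelled Gsk3CA correlated with that column at 0.412. Mef2>whiteRNAi against Mef2>+, which uses none of these libraries, correlated with it at 0.533. Mef2>+ is the control in both comparisons and, by the paper's methods, in that column, which by itself favours a positive correlation. The 2 Deaf1 comparisons correlated with their own columns at 0.996 and 0.986. Whether the larvae of this cross expressed the transgene was not tested.

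Glycolytic and sarcomere genes moved together from library to library within genotypes. The deviations of their mean log2 CPM from the genotype means had a Pearson correlation of 0.959 across the 15 libraries (exact permutation p = 1.29e-04, two-sided, the smallest of 7776 arrangements), and 0.914 without Mef2>whiteRNAi replicates 1 and 3. This is consistent with a varying share of muscle RNA in each fillet. The test does not show whether the differences between genotypes have the same source.

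The correlation of Deaf1 overexpression with the libraries labelled Gsk3CA was weighed against the Mef2>+ libraries that both comparisons share. From mean log2 CPM, the median correlation with separate Mef2>+ replicates was 0.506 (0.251 to 0.597). With all 3 Mef2>+ libraries in both comparisons it was 0.522, and no shared set of matched size was run. Across all genes, with no selection, the correlation was 0.0238 with separate replicates and 8.6e-04 with all Mef2>+ libraries shared. The selected genes are chosen for being changed in both comparisons, so the shared controls could not be excluded. The 9 libraries can be divided into 3 groups with 1 library of each number in 108 ways. Of 100 draws from these, 96 gave an R squared at least as large as the real groups (median of the others 0.937). The other draws rest on 3 to 2761 genes, against 1132 for the real groups, so they are not closely comparable. The draw with 2761 genes gave 0.951. An R squared of this size may therefore still arise from differences between single libraries together with a shared control.

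The opposite directions of Deaf1 RNAi and Deaf1 overexpression were weighed against the difference between the 2 controls. With the controls exchanged between the comparisons the correlation was −0.23, weaker than −0.478. This does not exclude the controls, because a negative sign that comes from them would survive the exchange. Of 566 genes that passed both in Deaf1 RNAi and between the controls 557 were opposite, and of 678 that passed both in Deaf1 overexpression and between the controls 654 had the same direction, where shared control libraries favour both. The glycolytic and sarcomere lists were lower in Mef2>whiteRNAi than in Mef2>+, so their rise in Deaf1 RNAi cannot be told apart from a low level in this control. Of 16 pairs of splits that part same-numbered libraries, 9 gave an R squared at least as large for Deaf1 RNAi and Deaf1 overexpression, where it was defined for 15, and 8 for Deaf1 RNAi and the libraries labelled Gsk3CA, where it was defined for 13. The other splits rest on at most 348 and 474 genes, against 1109 and 909 for the real ones, so their R squared is not closely comparable. In the 3 comparisons the Spearman correlations of log2 fold change with exon length were −0.021, 0.199 and −0.0062. Gene length was thus at most weakly related to them, and a part in Deaf1 overexpression is not excluded.

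Of the 4 splits of each 6 libraries that part all same-numbered pairs, 1 gave as many changed genes in Deaf1 RNAi, 1 in Deaf1 overexpression and 1 in the libraries labelled Gsk3CA, the real split each time. The other splits gave 0 genes, apart from the exchange of replicate 3 between the libraries labelled Gsk3CA and Mef2>+, which gave 1434. As many glycolytic genes passed in 1 of the 4 splits in Deaf1 RNAi and in 1 in Deaf1 overexpression. In the libraries labelled Gsk3CA the real count was 0, so all 4 splits had as many by definition and nothing was tested. In the same order, the glycolytic list had as small a p-value in 2, 1 and 4 splits, and the sarcomere list in 1, 1 and 3. With 4 splits no share under 0.05 is possible. With the replicate block 1322 genes differed between the controls and 2758 between Mef2>Deaf1 and the libraries labelled Gsk3CA, with mean correlations of same-numbered libraries of 0.12 and −0.29.

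Genes with at least 1 RNAi line scored A, B or C in the screen (no larvae, very small or small larvae) were counted as hits. They were compared for expression in Mef2>+ with genes whose lines all scored no change. Genes whose only phenotypes were increased size or altered shape were left out. The median of 41 hits was 0.46 log2 CPM above that of 331 others (two-sided permutation test with 100000 resamples over genes, p = 0.334). With any line not scored as unchanged counted as a hit (86 genes) the difference was 0.73 (permutation p = 0.0358). With the paper's own list of genes that scored with at least 2 lines (15 genes matched) it was 0.37 (permutation p = 0.648). In Mef2>whiteRNAi, with hits scored A, B or C, it was 0.57 (permutation p = 0.185). No biological explanation was tested.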
